A study of Danio rerio with 12 samples. Its data were reported in "CTCF knockout in zebrafish induces alterations in regulatory landscapes and developmental gene expression" (2021).

How the data were processed

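RNA sequencing of whole zebrafish embryos gave 12 libraries, in 6 groups of 2: WT and ctcf mutants at 24 hpf, at 48 hpf, and at 48 hpf after injection of a tp53 morpholino. Groups were taken from the sample labels, and replicate numbers from the same labels. The study's RNA-seq methods describe biological replicates from single genotyped embryos and do not mention injected ones there. The sample labels say embryos.

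The authors aligned single-end reads to the zebrafish assembly GRCz10 (danRer10) with STAR and deposited raw counts per Ensembl transcript made with the htseq-count tool of HTSeq. The tools and the build are named in the submitters' processing notes, and the options of the counter and the annotation release are not given in the sources used here, nor is whether strand was used. Each file held 58549 transcripts and 5 summary rows. The summary rows (no feature, ambiguous, low quality, not aligned, not unique) name no gene and stayed out of library sizes and tests; they made up 27.5% to 43.4% of all counts in a file. The row for low quality equalled the row for alignments that were not unique in every library. Many transcripts had the same large counts as another one, while the ambiguous row held 9.84 M to 23.2 M reads, so a read that overlaps several transcripts appears to be counted for each. This mode was read from the values. Under it, transcripts of one gene, and overlapping or antisense genes, share reads and are not independent, and totals are not numbers of reads. Among the transcripts tested, 1612 had counts identical to another row in all libraries.

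Rows were tested as deposited, because no table at hand links these transcripts to genes. The summing to genes and the 40 lists of genes and tissue markers fixed before the data were examined could not be used. The rule for named genes was the largest rises and falls in fitted log2 fold change at 48 hpf among those past the threshold, with a mean of at least 10 CPM in the higher group and both libraries of one group above both of the other. Its condition on gene symbols, and its parts on ctcf, tp53 and listed genes, could not be applied, and it was limited to 2 rises and 2 falls, counting identical rows once.

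Counts were normalized with TMM factors, which ranged from 0.776 to 1.11, and filtered with filterByExpr by group, which kept 46496 transcripts and removed 12053. All 12 libraries entered 1 fit of 6 group means with edgeR quasi-likelihood tests (robust, 6 residual degrees of freedom), and adjusted p-values (Benjamini-Hochberg) below 0.01 were called. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The fit shares one estimate of spread between groups, which is larger than the spread of the uninjected 48 hpf groups and smaller than that of the others. A standard error is the one at which the squared ratio of log2 fold change to error equals the quasi-likelihood F. CPM are normalized by the TMM factors, and log2 CPM used a prior count of 2. Where a group had no count, the fold was computed against 3 counts over the group, which covers counting error only.

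Replicates were compared before averaging. Over transcripts with at least 20 reads in a pair, the median chi-square between replicates was 2.23 to 15.4 times that of sampling noise, so all were kept as separate samples. The comparison of the genotype effect with the stage change was set beside 10 simulations in which mutants at 48 hpf were drawn from the fitted means of WT. A further 10, chosen after seeing the data, drew mutants at 24 hpf from the fitted means of WT. All of these simulations gave every group the same spread for a transcript. The test was also run on simulated data for the 3 genotype comparisons, with 100 transcripts changed by 2-fold and 100 by 4-fold among 46496. With each group given its own spread, 10% of 2-fold and 54% of 4-fold changes were recovered at 24 hpf, with 5 false calls. At 48 hpf the test recovered 15% and 63% with 0 false calls, and in injected embryos 16% and 70% with 18 false calls. At 24 hpf and in injected embryos the false share of simulated calls was thus above the one the threshold sets. Adjusted p-values depend on how many transcripts change, and the real genotype comparisons called 2056 to 9907. The simulated rates are therefore not the power of the real comparisons, whose share of false calls was not estimated.

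Alternatives fixed before the data were examined were RLE size factors, no low-count filter, and DESeq2 on all libraries or on those of the comparison. Also fixed then were edgeR on the libraries of the comparison, a threshold of 0.05, a test against a fold change of 1.5, a replicate block, and leaving out each replicate. The study's methods name DESeq2 and do not state which samples entered its fits. Chosen after seeing the data were voom with a weight per group, keeping 1 row of each set of rows within 5% of another in every library (42895 left), thinning every library to the smallest total, and a fit without the 4 uninjected 48 hpf libraries.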

Results

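To follow transcript levels when CTCF, the DNA-binding protein that insulates chromatin domains, is missing, RNA from whole zebrafish embryos was sequenced in 12 libraries that fell into 6 groups of 2. Wild-type (WT) and homozygous ctcf mutant embryos were taken at 24 and at 48 hours post fertilization (hpf). A further pair of 48 hpf groups, WT and mutant, had been injected at the 1-cell stage with a morpholino, an antisense oligonucleotide that blocks a chosen mRNA, against tp53. The tp53 gene encodes a transcription factor that responds to DNA damage and can trigger cell death. The study's RNA-seq methods describe single genotyped embryos, without mention of the injected ones.

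Total counts over transcripts (M, in units of 1000000) were 37.9 M and 72.7 M in WT at 24 hpf, and 79.1 M and 90.1 M in ctcf mutants at 24 hpf. At 48 hpf they were 52.8 M and 83.7 M in WT and 53.3 M and 60.6 M in mutants. In injected embryos they were 75.0 M and 50.6 M in WT and 74.0 M and 79.5 M in mutants. A read that overlapped several transcripts appeared to be counted for each, so these totals exceed the numbers of reads. The rows carry Ensembl transcript identifiers, which the files do not pair with gene names, and the tables at hand give no link from transcript to gene. The levels of ctcf and tp53 themselves, and of any named gene or tissue marker, were therefore not analysed here.

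The first principal component of log2 counts per M (CPM) held 42.3% of the variance and separated 24 from 48 hpf. The second held 22.3% and placed all 6 mutant libraries on one side and all 6 WT libraries on the other. PC3 held 15.5% and separated injected from uninjected embryos at 48 hpf. Replicates did not spread equally. The biological coefficient of variation between replicates was 0.0573 in uninjected mutants and 0.0690 in uninjected WT at 48 hpf (n = 2 each), and between 0.210 and 0.247 in the 4 other groups. The same 4 uninjected 48 hpf libraries also had more alignments that were not unique, 19.0% to 20.9% relative to the transcript total against 3.34% to 5.74% in the 8 others.

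**Figure D1:**
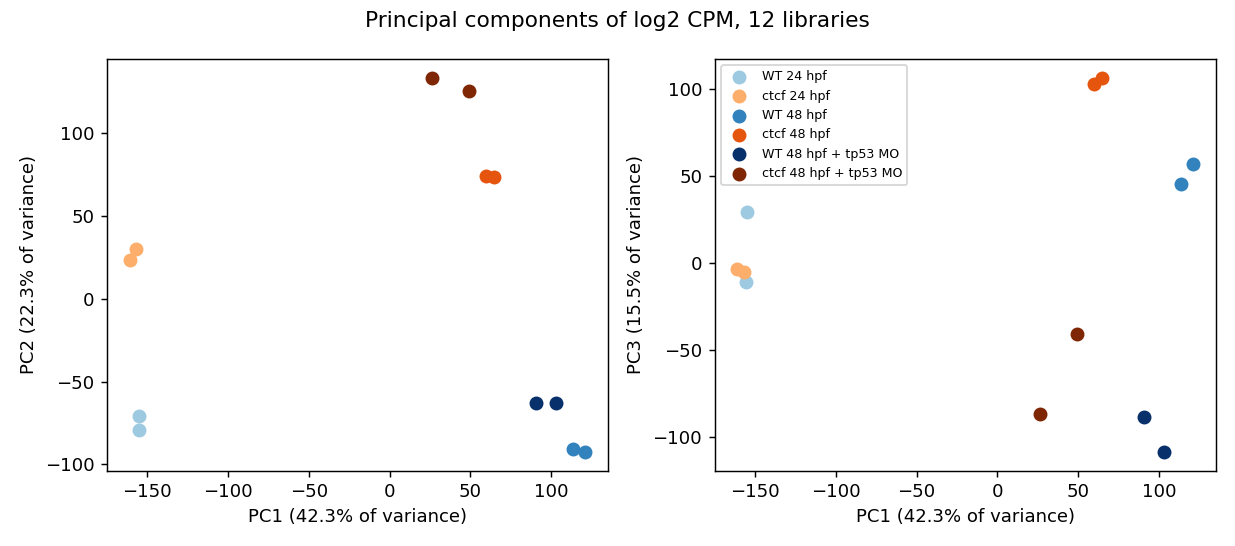
Scores of the 12 libraries on the first 3 principal components of log2 CPM, with the percentage of variance on each axis and 1 point per library. PC1 (42.3%) separates the stages, PC2 (22.3%) the genotypes and PC3 (15.5%) the injected from the uninjected 48 hpf libraries.

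The comparison at 24 hpf asked which transcripts differed between genotypes at the earlier stage. Of 46496 transcripts tested, 795 were higher and 1261 were lower in ctcf mutants than in WT (edgeR quasi-likelihood test, adjusted p below 0.01). Of these, 247 rose and 478 fell by at least 4-fold. The median log2 fold change was 1.42 for the transcripts that rose and -1.61 for those that fell. ENSDART00000114497.2 was at 14.4 ± 12.5 CPM (SD, n = 2) in mutants and 1.86 ± 1.09 CPM in WT and did not pass the test (edgeR adjusted p = 0.0334). ENSDART00000137918.2 was at 10.8 ± 2.01 CPM in mutants and 1.51 ± 0.311 CPM in WT, a log2 fold change of 2.82 ± 0.195 (SE; edgeR adjusted p = 4.02e-06). Fitted on its own libraries alone, the comparison called 700 transcripts, 135 higher and 565 lower, and the fraction lower in mutants moved from 61.3% to 80.7%. The joint fit called 1125 transcripts without mutant replicate 1 and 1236 without WT replicate 1.

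At 48 hpf more transcripts differed between genotypes. In uninjected embryos 2599 transcripts were higher and 3891 lower in mutants, of which 478 and 1197 changed by at least 4-fold. Among the transcripts called, 59.95% were lower in mutants, against 52.45% when only the 4 libraries of the comparison were fitted and 50.71% with voom and group weights. The largest rise under the rule for named transcripts was in ENSDART00000114497.2, at 83.0 ± 2.47 CPM (SD, n = 2) in mutants and 0.825 ± 0.00682 CPM in WT (log2 fold change 6.65 ± 0.78 SE, edgeR adjusted p = 0.000785). ENSDART00000137918.2 followed, at 79.8 ± 4.85 CPM in mutants and 1.13 ± 0.143 CPM in WT (log2 fold change 6.16 ± 0.216 SE, edgeR adjusted p = 3.16e-08). Among the falls, ENSDART00000168715.1 was at 11.5 ± 3.02 CPM in WT and had no count in either mutant library, which makes it at least 480.1-fold lower when 3 counts over the group are taken as the floor (edgeR adjusted p = 0.00257). It lost its call when any 1 of the 4 libraries was left out (edgeR adjusted p from 0.0133 to 0.0197), and ENSDART00000114497.2 when either WT library was (edgeR adjusted p = 0.0152 and 0.0169). ENSDART00000114549.2 was at 43.8 ± 1.37 CPM in WT and 0.0716 ± 0.00503 CPM in mutants (log2 fold change -9.22 ± 0.374 SE, edgeR adjusted p = 5.75e-08). One further transcript had identical counts in all 12 libraries, so the source of its reads is uncertain. The number of calls rose to 20097 when only the 4 libraries of the comparison were fitted, whose replicates were tight, and fell to between 2579 and 2843 when 1 of them was left out.

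**Figure D2:**
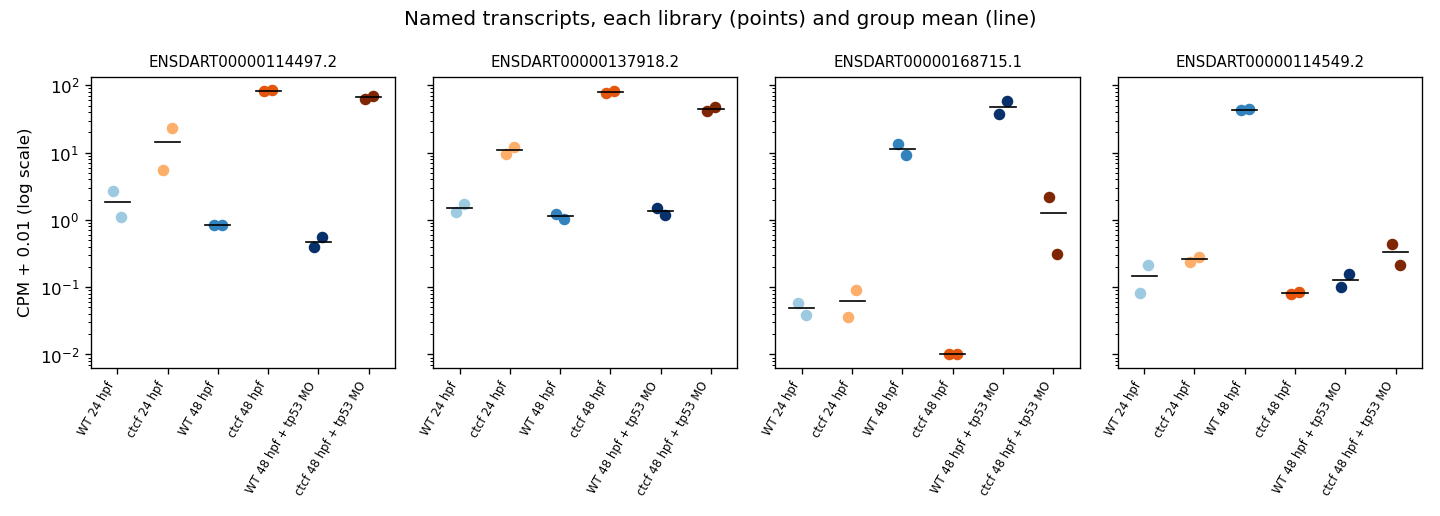
Level of each of the 4 named transcripts in every library, as CPM plus a small constant on a log axis, with 1 point per library and a line at the mean of each group of 2. ENSDART00000114497.2 and ENSDART00000137918.2 lie higher in mutants at 48 hpf, ENSDART00000168715.1 has no count in uninjected mutants at 48 hpf, and ENSDART00000114549.2 is high (43.8 CPM) in uninjected WT embryos at 48 hpf only.

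Injection of the tp53 morpholino asked whether the genotype difference depended on tp53. In injected embryos 4652 transcripts were higher and 5255 lower in mutants than in WT. ENSDART00000114497.2 was at 66.1 ± 4.32 CPM (SD, n = 2) in injected mutants and 0.466 ± 0.111 CPM in injected WT, and ENSDART00000137918.2 at 44.5 ± 3.51 and 1.35 ± 0.224 CPM (edgeR adjusted p = 0.000524 and 7.05e-08). ENSDART00000168715.1 was at 48.4 ± 14.7 CPM in injected WT and 1.24 ± 1.33 CPM in injected mutants (log2 fold change -5.33 ± 0.788 SE, edgeR adjusted p = 0.00261). ENSDART00000114549.2 was at 0.118 ± 0.0397 CPM in injected WT and 0.321 ± 0.162 CPM in injected mutants, and did not pass the test (edgeR adjusted p = 0.0271). Of the transcripts called without injection, 1781 of 2599 higher ones and 3031 of 3891 lower ones were called in the same direction with it. Independent lists would overlap in 260 and 440. Only 4 transcripts went the opposite way. The lists share no library, but they come from the same fit with the same estimate of spread for a transcript, so they are not independent. The 4812 shared calls fell to between 2233 and 2460 when any 1 of the 4 uninjected libraries was left out. The median log2 fold change of the transcripts that rose was 1.05 without and 0.99 with the morpholino, and of those that fell -1.43 and -1.33. The test of the difference itself called 46 of 46496 transcripts (edgeR, adjusted p below 0.01). DESeq2 called 536 on all libraries and 801 on those of the comparison. An unadjusted edgeR p under 0.05 was found for 6855, more than that fraction of 46496, so the 46 need not be all that differed. Injected and uninjected libraries also differed in replicate spread and in alignments that were not unique. The test cannot tell the morpholino from that split. Injected libraries fitted alone gave 4459 genotype calls, and the test of the difference gave 8 to 223 when 1 library was left out.

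The transcripts that fell at 24 hpf mostly stayed low. Of the 1261 transcripts lower at 24 hpf, 1054 (83.6%) were also called lower at 48 hpf, against 106 for independent lists. Of the 795 higher at 24 hpf, 325 (40.9%) were also called higher, against 44.4. There were 23 transcripts called in opposite directions, against 137. These lists also share a fit and its estimates of spread, so they are not independent. The 1379 calls shared in direction fell to 898 without mutant replicate 1 at 48 hpf. Across transcripts, which are not independent replicates, the log2 fold changes at 24 and 48 hpf had a Pearson r of 0.395 and a Spearman rho of 0.351. The genotype by stage test called 780 transcripts whose genotype difference was not the same at both stages, 321 with a higher and 459 with a lower log2 fold change at 48 hpf, and between 163 and 788 when 1 library was left out. The excess of lower ones did not hold without any 1 of the 4 libraries at 48 hpf (98 higher and 66 lower, 113 and 72, 87 and 76, 89 and 78) or without WT replicate 1 at 24 hpf (237 and 191). The genotype by stage test sets the uninjected 48 hpf libraries against those at 24 hpf, so stage and the kind of library cannot be told apart in it. In all 3 genotype comparisons 972 transcripts were lower and 250 were higher in mutants.

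In WT embryos 9412 transcripts rose and 8726 fell from 24 to 48 hpf, and in mutants 9104 rose and 8971 fell. ENSDART00000168715.1 rose in WT from 0.0383 ± 0.0136 CPM (SD, n = 2) to 11.5 ± 3.02 CPM, and ENSDART00000137918.2 rose in mutants from 10.8 ± 2.01 to 79.8 ± 4.85 CPM (edgeR adjusted p = 0.0013 and 6.81e-07). The uninjected 48 hpf libraries differed from those at 24 hpf in replicate spread and in alignments that were not unique as well as in stage, and these cannot be separated within the comparison. The count fell to 11340 and 12018 without WT replicate 1 or 2 at 48 hpf, and in mutants to 11291 and 10427, and which direction held more calls turned in 6 of 15 settings in WT and 9 of 15 in mutants.

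At 48 hpf, transcripts that rose with stage in WT tended to be lower in mutants, and those that fell tended to be higher. There 69.4% of the transcripts that rose had a lower value in mutants, and 67.3% of those that fell had a higher one (SD 3.05 and 2.64 percentage points over the 4 pairings of single libraries). Because both comparisons used the same WT libraries, simulated mutants with no change gave 56.3% and 56.1%. The covariance of the 2 log2 fold changes across transcripts was -0.433 and that of the simulation -0.0726. Injected embryos, which share no library with the stage comparison, gave 71.75% and 68.3%, against 49.2% and 51.1% in simulation. By calls, 1579 of the 9412 transcripts that rose were lower in mutants at 48 hpf and 166 were higher. Of the 8726 that fell, 1243 were higher in mutants and 569 lower. The genotype comparison at 24 hpf shares the WT 24 hpf libraries with the stage comparison, which acts the other way. The 48 hpf shares above are by fitted log2 fold change, and the simulated ones by mean log2 CPM. By mean log2 CPM the observed shares were 69.5% and 67.2% at 48 hpf, and 71.8% and 68.1% in injected embryos. By the same measure, 44.95% of the transcripts that rose had a lower value in mutants at 24 hpf, against 40.5% to 43.5% in simulations. Of those that fell, 53.4% had a higher one, against 42.4% to 45.3%. By fitted log2 fold change, 45.6% of those that rose and 46.8% of those that fell had a lower value at 24 hpf. Both shares by log2 CPM lay above the simulated range, while the covariance of 0.0930 lay within its range of 0.0844 to 0.0979. All these simulations gave every group the same spread, while the coefficient of variation was 0.229 in WT at 24 hpf and 0.0690 in uninjected WT at 48 hpf. The effect of shared libraries depends on the spread of the shared group. The simulated values at 48 hpf are therefore approximate, and the ranges at 24 hpf do not decide the relation there. By calls the 24 hpf comparison ran with the stage change, with 221 transcripts higher and 135 lower in mutants among those that rose, and 148 higher and 423 lower among those that fell. Of the transcripts called between genotypes, 34% had a log2 fold change opposite in sign to the stage change at 24 hpf, against 68.2% at 48 hpf and 69.8% in injected embryos. The tally of calls at 24 hpf was not simulated, so part of it may come from the shared libraries.

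**Figure D3:**
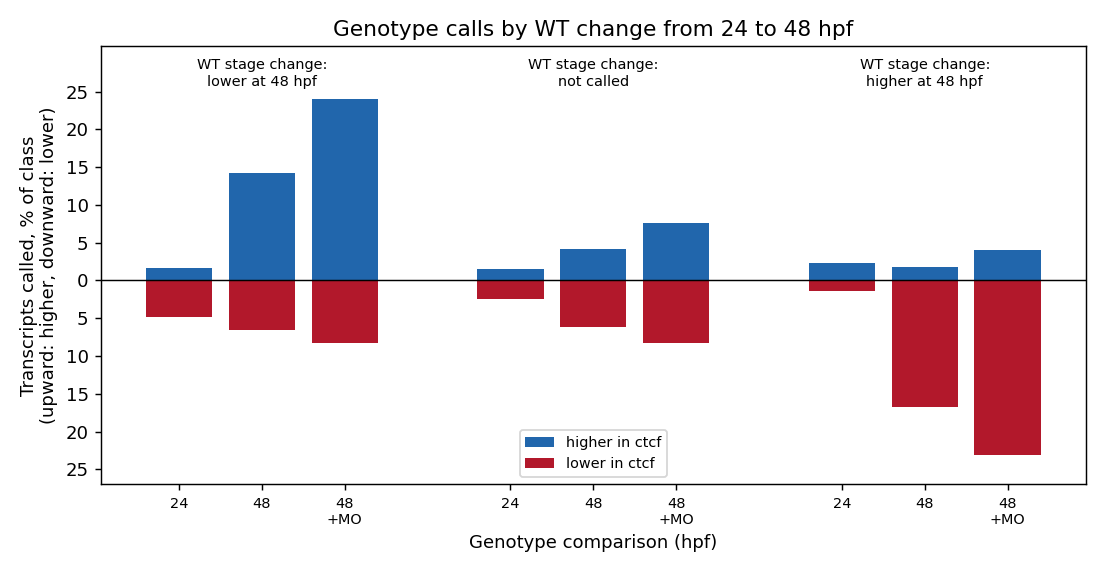
Percentage of transcripts called higher (bars upward) or lower (bars downward) in ctcf mutants, for transcripts lower, not called or higher at 48 than at 24 hpf in WT, in the genotype comparisons at 24 hpf, at 48 hpf and at 48 hpf with tp53 morpholino (MO). Of the transcripts higher at 48 hpf in WT, 16.8% were lower in mutants at 48 hpf and 23.0% in injected embryos; the 24 and 48 hpf comparisons each share WT libraries with the stage classes, and the injected one shares none.

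Between injected and uninjected embryos of 1 genotype, 3222 transcripts were higher and 3401 lower with the morpholino in WT, and 5510 higher and 5398 lower in mutants. ENSDART00000114549.2 fell in WT from 43.8 ± 1.37 CPM (SD, n = 2) to 0.118 ± 0.0397 CPM (log2 fold change -8.58 ± 0.357 SE, edgeR adjusted p = 5.81e-07). Both comparisons set the 2 kinds of library described above against each other, and injection and that split cannot be told apart. The WT comparison called 417 and 1420 transcripts without uninjected replicate 1 or 2, and 2910 and 3237 without injected replicate 1 or 2. The mutant one called 4050 and 3439 without uninjected replicate 1 or 2, and 5258 without injected replicate 1. Which direction held more calls also turned with the setting in both.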

Values the study reported

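The study reported 260 upregulated and 458 downregulated genes in ctcf mutants at 24 hpf. At 48 hpf it reported 2730 upregulated and 3324 downregulated genes.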

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

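The fits behind the tests on replicate spread and on shared libraries were settings chosen before the data were examined, but they were used as tests of these explanations, with their bounds, only after the results were seen. The tests on depth, on the library batch and on delay were added after the patterns were seen, the bound on depth before its result.

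The genotype difference was not the same in uninjected 48 hpf embryos as at 24 hpf in 780 transcripts, by the test of the difference itself. With the replicate block that test called 108. Stage and the kind of library cannot be told apart in it. The named transcripts were chosen for their large changes in the uninjected 48 hpf comparison, which by itself favors a larger effect there. Among them, ENSDART00000137918.2 had a genotype effect that was larger at 48 hpf by 3.34 on the log2 scale. ENSDART00000114549.2 had one that differed by -9.95, but its genotype log2 fold change in injected 48 hpf embryos was 1.46 and was not called. In WT this transcript was at 0.136 CPM at 24 hpf and 0.118 CPM in injected embryos at 48 hpf, so its rise at 48 hpf was limited to uninjected embryos. With the morpholino, 46 transcripts had another genotype effect than without it. ENSDART00000114549.2 was among them with a difference of 10.67, since it was high in the uninjected WT libraries at 48 hpf alone. Injection and the kind of library cannot be told apart in that test.

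More transcripts were called between genotypes at 48 hpf than at 24 hpf, 6490 against 2056. The uninjected 48 hpf replicates were tighter, which could add calls where those libraries are fitted alone. The joint fit behind the 6490 calls used a shared spread larger than that of these libraries, which does not favor calls there. Injected 48 hpf libraries had replicates that spread as widely as those at 24 hpf. They gave 6.37 times the calls of 24 hpf when each pair of groups was fitted alone. With every library thinned to the same total the ratio of 48 to 24 hpf was 3.225. Neither tightness nor depth is then the whole cause, although the size of the count moved with the libraries fitted. The stage of the embryos, the difference the design names, stays open and was not tested here. Nor was the amount of maternal CTCF protein left at each stage, which these libraries do not measure. In the study, immunofluorescence no longer found maternal CTCF in mutant nuclei at 24 hpf, though its authors held that a residue might still act then.

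Injected and uninjected 48 hpf libraries of the same genotype differed in 6623 transcripts in WT and 10908 in mutants. The 2 kinds also lay apart in alignments that were not unique, by 13.29 percentage points between the nearest libraries, and in replicate spread. A library batch could therefore cause any part of the difference, and it cannot be told apart from the injection, because no genotype has both kinds of library within an injection state. Knockdown of tp53 and the injection itself stay open as well, and were not tested. The study reported lower expression of tp53 target genes in injected mutants, which could not be looked up here without gene names.

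The genotype effect at 48 hpf ran against the WT stage change. Shared WT libraries could give such a relation, but in injected embryos, which share none, 71.75% of the transcripts higher at 48 hpf in WT lay lower in mutants. Against a uniform delay as the whole genotype effect, 343 transcripts (30 higher, 313 lower) lay on the same side in all 4 comparisons of mutants, at 24 hpf and injected at 48 hpf, with WT at 24 hpf and injected at 48 hpf (edgeR, largest p of the 4, adjusted p below 0.01), which a delay would give only where WT levels fall and rise again, or the reverse. The count was 132 and 113 without mutant replicate 1 or 2 at 24 hpf, 228 and 206 without WT replicate 1 or 2 at 24 hpf, 132 and 169 without injected WT replicate 1 or 2, and 320 and 284 without injected mutant replicate 1 or 2. A delay as part of the effect stays open, since of the transcripts called both in injected embryos and with stage in WT 79.37% lay towards the 24 hpf level (by sign, 69.82% of all those called in injected embryos, 68.17% of those at 48 hpf and 34% of those at 24 hpf, the latter 2 with shared WT libraries), and transcripts that peak between the stages and the split of the libraries keep this from deciding it.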

How the results depend on the processing

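The settings voom with group weights, near-identical rows collapsed, thinning and the fit without the uninjected 48 hpf libraries were chosen after seeing the data. Comparing gene sums with single rows, and the settings of the gene lists, were not run, because transcripts were not linked to genes. None of the 4 named transcripts changed direction in a setting run, and lower calls outnumbered higher ones in every setting of the 3 genotype comparisons. Which direction held more calls turned in 10 of 15 settings for the morpholino in WT and 5 of 15 in mutants, in 6 of 15 for stage in WT (8900 higher and 9383 lower with RLE) and 9 of 15 in mutants, in 5 of 19 for genotype by stage, and in 2 of 19 for genotype by morpholino (10 higher and 16 lower without injected mutant replicate 1). RLE size factors, collapsed rows and thinning left every count of calls within 1.5 times its value. Without the low-count filter only the genotype by morpholino count moved, to 71. For the moves below the cause was not tested, except where fewer libraries or another threshold is itself the change.

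DESeq2 on all 12 libraries called 3678 transcripts between genotypes at 24 hpf, 2445 in the genotype by stage test and 536 in the genotype by morpholino test, and 2127 in the same direction at 24 and 48 hpf. DESeq2 on the libraries of the comparison alone called 15376 between genotypes at 48 hpf, 10757 between injected and uninjected WT, 2970 by stage and 801 by morpholino. At 24 hpf it called 2155, which is within 1.5 times of 2056. With edgeR on those libraries alone the genotype calls were 700 at 24 hpf, 20097 at 48 hpf and 4459 in injected embryos. The fit without the uninjected 48 hpf libraries gave 985 at 24 hpf and 5713 in injected embryos. With group weights, voom called 19123 between genotypes at 48 hpf, 11558 for the morpholino in WT, 1550 by stage and 180 by morpholino. The size of each genotype count thus moved with the libraries in the fit. The 48 hpf count was lower and the other 2 were higher in the joint edgeR fit than in edgeR fits of their own libraries. Those fits also changed which transcripts were tested and normalized, so they do not test spread alone. With group weights on all 12 libraries, voom called 1468 at 24 hpf and 6950 in injected embryos, both within 1.5 times of the joint fit.

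At an adjusted p below 0.05 the genotype comparisons gave 4700, 11831 and 16338 calls at 24 hpf, 48 hpf and with morpholino, the morpholino gave 13922 in WT and 18264 in mutants, and the stage and morpholino differences of the genotype effect gave 2846 and 307. Tested against a fold change of 1.5, the same comparisons gave 886, 2682, 4069, 1067, 3229, 235 and 21, and the stage changes 10186 in WT and 9584 in mutants.

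With the replicate block the 3 genotype comparisons gave 1016, 3780 and 6240 calls, the morpholino 585 in WT and 3199 in mutants, the stage changes 9136 in WT and 8635 in mutants, and the differences of the genotype effect 108 by stage and 7 by morpholino. The replicate numbers share only a number: deviations of same-numbered libraries correlated at -0.0776 at 24 hpf, 0.0116 at 48 hpf and -0.183 with morpholino. Under the block ENSDART00000114497.2 and ENSDART00000168715.1 no longer passed (edgeR adjusted p = 0.0116 and 0.033, against a range up to 0.0169 and 0.033 over all settings).

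Leaving out 1 library leaves a group with 1 sample, which is assumed to vary like the other groups. The genotype count at 24 hpf then ranged from 1125 (without mutant replicate 1; 1236 without WT replicate 1) to 1805. At 48 hpf it ranged from 2579 to 2843, moving with each of the 4 libraries (2589 without mutant replicate 2, 2690 without WT replicate 2), and in injected embryos from 6212 (without WT replicate 1) to 8704. The morpholino count ranged in WT from 417 (without uninjected replicate 1) to 3237, with 1420 without uninjected replicate 2 and 2910 without injected replicate 1, and in mutants from 3439 to 10702, with 4050 and 5258 without uninjected and injected replicate 1. Stage counts ranged from 11340 to 15957 in WT, with 12018 without 48 hpf replicate 2, and from 10427 to 13150 in mutants, with 11291 without 48 hpf replicate 1. The genotype by stage count ranged from 163 to 788, and was 185 or less without any 1 of the 4 libraries at 48 hpf and 347 and 428 without replicate 1 of mutant and WT at 24 hpf. The genotype by morpholino count ranged from 8 to 223 and moved without each library but injected mutant replicate 2 (26, 14, 9, 25 and 12 in the others, the highest without injected WT replicate 2). Calls in the same direction ranged from 898 to 1168 for 24 and 48 hpf (900 without 24 hpf mutant replicate 1, 904 without 48 hpf mutant replicate 2, 911 without 48 hpf WT replicate 2) and from 2233 to 4486 for 48 hpf without and with morpholino, at 2460 or less without any 1 of the 4 uninjected libraries. The fraction of stage-raised transcripts lower in mutants ranged from 67.2% to 73.5%, and that of stage-lowered ones higher in mutants from 67.0% to 73.6%, around an SD of 3.05 and 2.64 over the 4 pairings of single libraries.

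Thinned to the smallest total, the test kept 62.2% of the 24 hpf genotype calls and 67.95% of those at 48 hpf among the 11624 least abundant transcripts, up to 0.942 CPM, against 91.5% and 95.1% among the 11624 most abundant, so depth limits the former most.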

Other observations

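A set of transcripts was low in mutants whatever the stage or injection. In 358 transcripts every WT library was more than 2 times the highest mutant library, and in 50 every mutant library was more than 2 times the highest WT library. Only transcripts with every library of the higher side at 1 CPM or more were counted, here and for the other divisions. Of the 9 other ways to divide the 6 groups into 3 and 3, the largest gave 135 transcripts in all, against 408 for genotype. It set both 24 hpf groups and the uninjected 48 hpf mutants against the rest. Neither stage nor injection divides the groups evenly, so the other divisions mix them with genotype. Their counts are therefore no measure of what 408 would be without a genotype effect. In 5 transcripts all 6 WT libraries were at 1 CPM or more and all 6 mutant libraries at 0.1 CPM or less, and 0 transcripts had the reverse. Identifiers are not given, as these transcripts fall outside the rule for named transcripts and were counted after their values were seen.

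The counts here are of transcripts, and those quoted from the study above are of genes, so they are not set against each other.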
